A study of Mus musculus with 6 samples. Its data were reported in "Derivation of hypermethylated pluripotent embryonic stem cells with high potency" (2017).

How the data were processed

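DNA methylation was measured by whole-genome bisulfite sequencing in 3 kinds of mouse pluripotent stem cells with 2 libraries each. Advanced pluripotent stem cells (ASCs) are lines derived from blastocysts, embryonic stem cells (ESCs) were kept in the medium 2i/LIF, which holds cells in a naive state, and epiblast stem cells (EpiSCs) are primed cells that resemble the epiblast after implantation. Groups and replicate numbers were taken from the sample labels, and the study described the lines as female. Bisulfite turns unmethylated cytosine into uracil, which is read as thymine, while methylated cytosine is kept. The libraries were made by post-bisulfite adaptor tagging (PBAT), in which adaptors are added after conversion so that DNA broken by the treatment is not lost, and were sequenced from 1 end. Unmethylated phage lambda DNA was added by the authors as a conversion control, and its reads were not analysed here.

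According to the methods of the study, reads were trimmed with Trim Galore, with the random-primer bases at the 5′ end and a base at the 3′ end removed, aligned to the converted GRCm38 (mm10) genome with Bismark in its PBAT mode, and freed of PCR duplicates. MethPipe was then used to count methylated and unmethylated reads at each CpG and to merge both strands of a CpG. The version of MethPipe is not given in the sources used here. The deposited tables give, for every listed CpG of 1 library, the methylation level as a fraction of its reads between 0 and 1. A second column of the deposited tables holds the coverage, a raw count of the reads at the CpG with no normalization. Replicates were not pooled in the deposited tables, and the study does not say whether they were pooled for its region calls.

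The tables were read as they stand. The product of fraction and coverage lay within 0.000115 of a whole number at every CpG, so methylated and unmethylated read counts were recovered and used in all tests. All listed sites on chromosomes 1 to 19, X, Y and M fell on a CpG of the GRCm38 sequence, and coordinates below are in that build, counted from 1. Sites on unplaced contigs held between 0.0999% and 0.119% of the CpG reads of a library and were left out. Comparisons used chromosomes 1 to 19 and X. Chromosomes Y and M entered only the checks of read depth and conversion.

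The libraries held between 63803799 and 74925271 CpG reads, which gave a mean coverage between 2.96 and 3.46 reads per listed CpG. Between 16.1% and 19.8% of the CpG sites of a library had no read. Single CpG sites were therefore too shallow for most comparisons, and reads were summed over regions. A CpG read in a region is called an observation below. The level of a region is the number of methylated observations divided by all observations, and a region needed at least 40 observations in every library, the minimum the study used. At 40 observations a level of 50% has a 95% Wilson interval from 35.2% to 64.8%, and at 100 observations from 40.4% to 59.6%. These intervals cover counting error only. Observations from 1 read are not independent, so replicate spread was modelled in the main tests. Fisher's exact test on summed counts, used below as an alternative, does not model it.

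Replicates were compared before they were averaged. Over CpG sites with at least 5 reads in both libraries, the chi-square statistic per site between the replicates averaged 1.05 in ASCs, 1.05 in ESCs and 1.02 in EpiSCs, where sampling alone gives about 1. The coverage of replicates correlated across sites with r between 0.610 and 0.631. Each library was counted as a replicate because the sample labels number it as one and the methods of the study speak of biological replicates. The values above do not by themselves show that the cultures were separate.

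Medians were taken over 2 kb tiles with a 1 kb offset, as in the study, and the groups were compared by an exact permutation test of the between-group F statistic over all 15 assignments of the 6 libraries to 3 groups of 2. The smallest p this design allows is 0.0667, and a comparison of 2 groups cannot go below 0.333. Tests on regions used tiles without offset, so that each CpG entered 1 tile. A logistic model of methylated and unmethylated observations was fitted to all 6 libraries with a term for group. The dispersion was estimated from the Pearson statistic (quasi-binomial) and moderated across regions with squeezeVar of limma 3.58.1 in R 4.3.3, and each contrast was tested with a two-sided F test with Benjamini-Hochberg adjustment over all regions tested. A region was called where the adjusted p was under 0.05 and the group means differed by at least 20 percentage points. Adjusted p-values of regions below come from this limma-moderated model. The same model was applied to promoters, from 1000 bp before to 100 bp after the start of 1 transcript per gene in GENCODE M21, and to regions at imprinted genes.

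The imprinted regions were set as 1000 bp on each side of the transcription start of genes whose germline mark lies at the promoter. For Grb10 every annotated start was taken, whether or not a germline mark lies there, and overlapping windows were merged. For H19 the region from 4000 to 2000 bp upstream and for Meg3 that from 15000 to 10000 bp upstream of the start were taken. These windows stand in for imprint control regions, whose coordinates were not used here. The named promoters were a list of genes that the study gives as examples, together with Nr0b1, Rec8, Tex19.1, Tex19.2, Nanog, Sox2, Dazl and Ddx4, and the 5 protein-coding promoters with the largest called difference in each direction between ASCs and EpiSCs. The named tiles were the 3 called tiles with the largest difference in each direction of each contrast. The groups, the tests, the naming rule and the first set of alternatives were fixed before the data were examined.

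HypoMRs (hypomethylated regions) of ASCs and EpiSCs and HyperMRs (hypermethylated regions) of ESCs were called with a 2-state hidden Markov model with beta-binomial emissions on the counts of pooled replicates. It was written after the method that MethPipe uses, with breaks at gaps over 1000 bp, 10 iterations and a false discovery rate of 0.01 against shuffled sites. Regions that overlapped by at least 1 bp counted as shared. The MethPipe program itself was not run. Read depth of a chromosome was the mean coverage per CpG divided by the median over autosomes. A matched depth compared 2 kb tiles with tiles of the autosomes other than 6 and 12 in the same class of CpG number, GC content and share of repeat-masked sequence.

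The models were tested on simulated data. In 20000 tiles the levels of ASCs were given to both ASCs and EpiSCs, at the depths of each group. In 200 of these tiles the EpiSC level was then changed by 30 percentage points. The quasi-binomial model recovered 86.5% of the changed tiles with 2 false calls, and Fisher's exact test on summed counts recovered 97.5% with 70 false calls. With the required difference of 20 percentage points the false calls were 1 and 28. limma on M values recovered 8% and edgeR 84.5%. A far larger share of tiles is called in the data, so these rates need not hold there. Between ASCs and EpiSCs limma on M values called 238308 tiles of the data, against 238556 with the quasi-binomial model. The hidden Markov model recovered 981 of 1000 simulated regions of 40 CpG sites at the depth of ASCs and 988 of 1000 at the depth of EpiSCs. It called 0 regions in simulations without regions. Any overlap counted as recovery, and the levels of sites were drawn independently around 1 background level. HypoMRs called in the data in ASCs alone had a median of 20 CpG sites, and those in EpiSCs alone 8. The simulated rates do not cover such short regions.

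Alternatives changed 1 choice at a time. They were the minimum of observations (20 or 100), tile size and offset, the difference required, other tests (limma on M values, edgeR 4.0.16 quasi-likelihood on methylated and unmethylated counts, and Fisher's exact test on summed counts), a fit with the replicate number as a block, thinning to the shallowest library, other windows, and leaving out each library in turn. Where 1 library was left out, the remaining library of its group was assumed to vary like the other groups. RNA-seq of the same study, repeats, enhancers and CpG island annotations were not analysed here. Sums and overlaps were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and numba 0.67.0.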

Results

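To compare the methylomes of ASCs with those of naive ESCs and primed EpiSCs, CpG methylation was examined in 6 libraries, 2 per group. The ASC libraries held 71013542 and 70275978 CpG reads, the ESC libraries 74925271 and 73956693, and the EpiSC libraries 71309954 and 63803799. Mean coverage per listed CpG was 3.28 and 3.25 in ASCs, 3.46 and 3.42 in ESCs, and 3.31 and 2.96 in EpiSCs. EpiSC replicate 2 was the shallowest library, and the depth of the others exceeded it by less than 1.2 times.

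The first question was how methylated each genome was overall. Over 890722 tiles of 2 kb with at least 40 observations in every library, median methylation was 68.9% ± 0.13 in ASCs (SD, n = 2), 19.6% ± 0.25 in ESCs (SD, n = 2) and 92.1% ± 0.03 in EpiSCs (SD, n = 2). The gaps between the groups were far larger than the spread between replicates. The grouping gave the largest F statistic of the 15 possible assignments (exact permutation test, p = 0.0667, the smallest value this design allows). A comparison of 2 groups alone cannot give a p below 0.333. In ASC replicate 1 the middle 50% of tiles lay between 56.3% and 76.5%, and in ESC replicate 1 between 12.8% and 26.1%. Tiles over 80% made up 13.9% and 14.3% of the tiles in the ASC libraries and 88.0% and 87.7% in the EpiSC libraries. In the ESC libraries 0 tiles exceeded that level. Single CpG sites with at least 5 reads gave medians of 66.7% in ASCs, 14.3% in ESCs and 100% in EpiSCs, and a minimum of 100 observations gave 63.4% in ASCs.

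**Figure D1:**
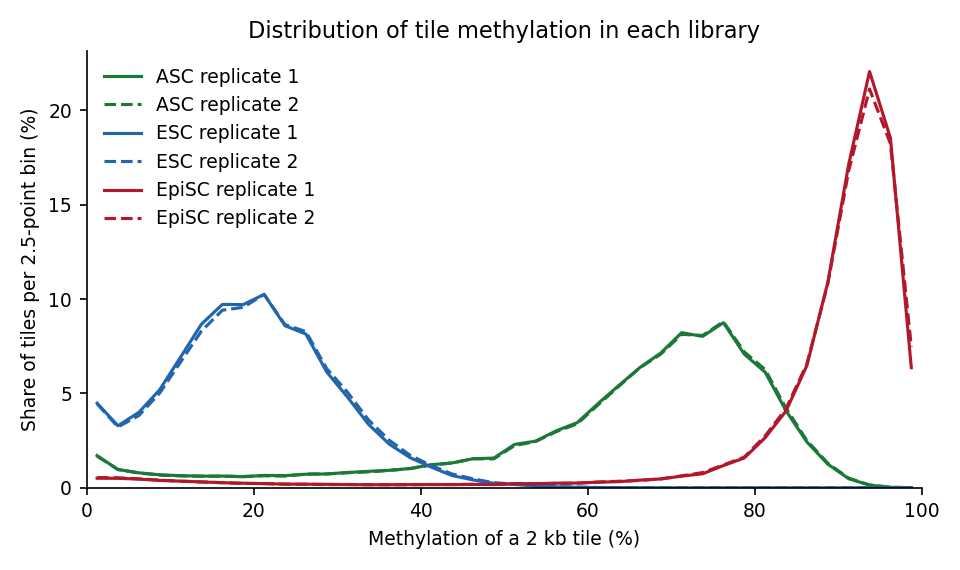
Distribution of methylation over 2 kb tiles, with the methylation of a tile in percent on the horizontal axis and the share of tiles in each bin in percent on the vertical axis; lines show the 6 libraries, solid for replicate 1 and dashed for replicate 2. The lines of replicates lie over each other, and ASC libraries (median 68.9%) lie between ESC (19.6%) and EpiSC libraries (92.1%).

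Next, the similarity of the methylomes was compared across 445422 tiles without offset. Tiles are not independent replicates, so no p-value is given. Pearson's r across tiles was 0.924 between ASC replicates, 0.763 between ESC replicates and 0.958 between EpiSC replicates. Between groups it averaged 0.703 for ASCs and ESCs, 0.661 for ASCs and EpiSCs and 0.453 for ESCs and EpiSCs. The root mean square difference gave another order for ASCs. It averaged 45.6 percentage points between ASCs and ESCs, 28.7 between ASCs and EpiSCs and 68.9 between ESCs and EpiSCs, against 7.92 between ASC replicates, 6.95 between ESC replicates and 5.15 between EpiSC replicates. ASCs were thus nearer to EpiSCs by level and nearer to ESCs by correlation, and each order held for all 4 pairs of libraries of the groups compared.

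The position of ASCs on the way from ESCs to EpiSCs was measured in the 421820 tiles where EpiSCs exceeded ESCs by at least 40 percentage points. On a scale where the ESC mean is 0 and the EpiSC mean is 1, the median tile of ASCs lay at 0.688 ± 0.00219 (SD, n = 2). The middle 50% of tiles in ASC replicate 1 lay between 0.566 and 0.776, and the 5th and 95th percentiles were 0.266 and 0.892. A minimum of 100 observations moved the median to 0.652.

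To test single tiles, the groups were compared in pairs. Of 445422 tiles, 405832 (91.1%) were called higher in ASCs than in ESCs and 0 lower. The quasi-binomial model gave 322 tiles that were lower in ASCs at an unadjusted p under 0.05, limma on M values 372, edgeR 310 and Fisher's exact test 376, and all these tests called 0. Without the required difference of 20 points the quasi-binomial model called 315 tiles lower in ASCs. The median difference was 46.5 percentage points. Between EpiSCs and ESCs 430002 tiles were higher and 4 lower in EpiSCs, with a median difference of 69.7 points. Between ASCs and EpiSCs 238110 tiles (53.5%) were lower and 446 (0.1%) higher in ASCs, with a median difference of -20.9 points. Without the threshold of 20 percentage points, 402821 tiles were lower and 1668 higher in ASCs, and at 40 points 54345 were lower and 58 higher.

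Among the tiles with the largest differences, the tile higher in ASCs than in ESCs by most lay on chromosome 19 from 55444001 to 55446000, in an intron of Vti1a. It read 75.5% and 87.3% in ASCs and 2.38% and 4.55% in ESCs, with between 53 and 93 observations per library (adjusted p = 6.55e-22). The next were a tile on chromosome 2 from 4522001 to 4524000, in an intron of Frmd4a, with a difference of 77.9 points (adjusted p = 1.62e-40), and a tile on chromosome 7 from 41244001 to 41246000, in introns of Gm5592 and the lincRNA Gm44748, with 77.5 points (adjusted p = 1.38e-18).

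The tiles highest in ASCs over EpiSCs were a tile on chromosome 4 from 60192001 to 60194000, which is intergenic and 24621 bp from the nearest protein-coding gene Mup8, a tile on chromosome 6 from 123646001 to 123648000 in an intron of Vmn2r22, and a tile on chromosome 8 from 79384001 to 79386000 in an intron of Smad1. Their differences were 64.5, 64.5 and 63.2 points. In the tile at Smad1 the ASC libraries read 69.3% and 74.3%, the EpiSC libraries 8.45% and 8.73% and the ESC libraries 19.6% and 12.4% (adjusted p = 7.66e-26, between 126 and 153 observations). Over the 446 tiles higher in ASCs, median methylation was 55.4% in ASCs, 15.7% in ESCs and 22.5% in EpiSCs. Of these tiles 49 (10.99%) lay within 1000 bp of a protein-coding start, against 6.26% of 5000 random tiles. This difference was not tested, and the random tiles were not matched on CpG density. The tiles higher in ASCs had a median of 31 CpG sites, against 23 in all tiles.

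The tiles lowest in ASCs against EpiSCs were 2 neighbouring tiles on chromosome 12, from 19386001 to 19388000 and from 19388001 to 19390000, at exons of the lincRNA Gm5784, and a tile on chromosome 7 from 107210001 to 107212000 at an exon of Rbmxl2. Their differences were -97.6, -99.0 and -97.5 points. The tile at Rbmxl2 read 0.304% and 0% in ASCs and 98.5% and 96.7% in EpiSCs (adjusted p = 7.77e-64, between 134 and 756 observations). The tile from 19388001 was also the one with the largest difference between EpiSCs and ESCs, at 99.3 points. It was followed by a tile on chromosome 13 from 100724001 to 100726000 in an intron of Cdk7 and a tile on chromosome 9 from 108308001 to 108310000 at an exon of Rhoa, at 98.4 and 98.3 points.

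Only 4 tiles were called lower in EpiSCs than in ESCs. Among them were the tile in Vmn2r22, with -24.1 points (adjusted p = 1.27e-06), and a tile on chromosome 1 from 138842001 to 138844000 at an exon of Lhx9, with -21.2 points (adjusted p = 9.26e-17). The tile at Lhx9 was no longer called after thinning to the shallowest library.

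CpG density separated tiles in all groups. In tiles with 11 to 20 CpG sites, methylation was 67.2% ± 0.16 in ASCs (SD, n = 2), 19.7% ± 0.19 in ESCs (SD, n = 2) and 89.3% ± 0.04 in EpiSCs (SD, n = 2). Tiles with 41 to 80 sites read 42.0% ± 0.29, 14.0% ± 0.20 and 64.6% ± 0.56. In tiles with over 80 sites the levels were 5.14% ± 0.08 in ASCs, 2.10% ± 0.06 in ESCs and 14.3% ± 0.42 in EpiSCs. The order of the groups was the same in all 5 classes, and the gaps exceeded the spread between replicates in each. An unweighted mean over sites with at least 5 reads moved the value of a class by at most 1.29 points.

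**Figure D2:**
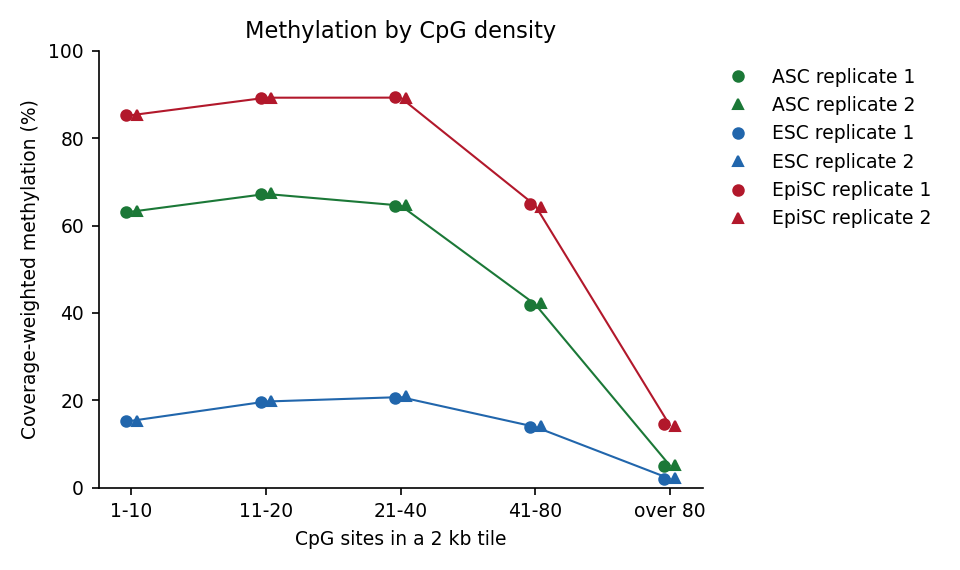
Coverage-weighted methylation in percent (vertical axis) in 5 classes of 2 kb tiles by their number of CpG sites (horizontal axis), with a point for each of the 6 libraries and a line through the mean of each group. Methylation falls in the classes over 40 CpG sites in all groups, to 5.14% in ASCs, 2.10% in ESCs and 14.3% in EpiSCs above 80 sites.

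The study also asked about annotated features. Promoter sequence was methylated at 31.2% ± 0.36 in ASCs (SD, n = 2), 9.10% ± 0.23 in ESCs (SD, n = 2) and 42.8% ± 1.06 in EpiSCs (SD, n = 2). Exons read 54.7% ± 0.25, 17.5% ± 0.35 and 78.4% ± 0.60 in the same order. Introns read 63.5% ± 0.22, 19.4% ± 0.24 and 86.5% ± 0.24, and intergenic sequence 64.7% ± 0.21 in ASCs and 86.6% ± 0.09 in EpiSCs. Each CpG site had 1 class here, with promoter before exon before intron, and promoters of all annotated transcripts counted. The median over runs of neighbouring sites of 1 class with at least 40 observations was higher in both groups. It was 35.0% in ASCs and 84.9% in EpiSCs for promoters and 64.7% in ASCs and 93.5% in EpiSCs for exons. The promoter median depended on this unit and on the set of promoters. Over the 19011 promoters tested below, with 1 transcript per gene, it was 6.19% in ASCs, 1.94% in ESCs and 17.7% in EpiSCs.

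To locate regions that escape methylation, HypoMRs were called in ASCs and EpiSCs. ASCs had 40855 HypoMRs that covered 74.4 Mb, and EpiSCs had 23247 that covered 26.8 Mb. Of the HypoMRs of ASCs, 21290 (52.1%) overlapped none in EpiSCs, and 2700 (11.6%) of those of EpiSCs overlapped none in ASCs. The HypoMRs found in ASCs alone had a median of 20 CpG sites, against 77 in those shared with EpiSCs, and 8.58% of them overlapped a promoter, against 62.9% of the shared ones. Their methylation was 9.53% ± 0.07 in ASCs (SD, n = 2), 3.51% ± 0.02 in ESCs (SD, n = 2) and 84.9% ± 0.05 in EpiSCs (SD, n = 2). The ASC and EpiSC levels were measured in the libraries used to call the regions. Of 14645 such regions with at least 40 observations in every library, 14325 (97.8%) differed by over 40 percentage points. HypoMRs found in EpiSCs alone were short, with a median of 398 bp, and read 35.8% ± 0.32 in ASCs and 12.1% ± 0.33 in EpiSCs. When at least 50% of the length of a region had to overlap, 71.0% of the HypoMRs of ASCs were absent in EpiSCs. For ESCs the same model found no separate state of high methylation, with state means of 22.2% and 20.4%, and gave 0 HyperMRs. It involved no test between libraries. As an alternative added later, 1014 tiles (0.228%) had a mean of at least 50% in ESCs, and all 1014 were also at 50% or more in both other groups.

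Promoters were compared between ASCs and EpiSCs. Of 19011 promoters tested, 5609 were lower and 44 higher in ASCs, and the median difference was -8.69 percentage points. A minimum of 100 observations left 9710 promoters, of which 1487 were lower and 11 higher, and a minimum of 20 gave 23767, of which 8075 were lower and 63 higher. The largest differences were at Ndufa13, Trim25, Trap1a, Zfp42 and Eef1akmt1, which read between 0% and 1.57% in ASCs and between 96.2% and 98.1% in EpiSCs. The promoter of Ndufa13 (chromosome 8, 69902458 to 69903558) read 0.584% ± 0.16 in ASCs and 98.1% ± 0.16 in EpiSCs (SD, n = 2, adjusted p = 1.21e-10, at least 598 observations per library). The promoter of Trap1a lies on the X chromosome. In the other direction, Tbx4, Miip, Nkx2-6, Tcf21 and Nmur2 were higher in ASCs by between 40.2 and 43.7 points. The promoter of Tbx4 (chromosome 11, 85889063 to 85890163) read 48.2% and 57.9% in ASCs and 9.33% ± 1.54 in EpiSCs (SD, n = 2, adjusted p = 9e-06, between 95 and 170 observations). It was not called in the window of 500 bp on each side of the start. Nmur2 read 38.8% and 70.3% in the ASC libraries, and it lost its call in that window and when either EpiSC library was left out, with differences of 39.7 points without EpiSC replicate 1 and 40.8 without EpiSC replicate 2.

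The 23 listed genes were mostly named by the study on these same samples, so they are not independent evidence. Of these, 19 reached the minimum, and 11 were called, all lower in ASCs, both when adjusted over the list alone and over all promoters. They were Zfp42, Tcl1, Rec8, Ddx4, Mael, Tex19.1, Sycp3, Nr0b1, Nanog, Stra8 and Dazl. Zfp42 (chromosome 8, 43306880 to 43307980) read 0% in both ASC libraries and 96.2% ± 2.22 in EpiSCs (SD, n = 2, adjusted p = 3.94e-07), with between 43 and 78 observations per library, where 0 of 43 allows a level of up to 6.98%. Tcl1 (chromosome 12, 105222637 to 105223737) read 4.08% ± 2.09 in ASCs and 93.7% ± 0.29 in EpiSCs (SD, n = 2, adjusted p = 6.95e-08). Sycp3 was intermediate in ASCs, at 36.7% and 55.7%, and Dazl stayed at 70.6% ± 6.07 in ASCs against 94.8% ± 1.56 in EpiSCs. Dazl lost its call without ASC replicate 2, with a difference of -19.9 points, and Nanog lost it in the other window. Tead4 read 11.7% ± 6.18 in ASCs and 29.2% ± 0.20 in EpiSCs, which is under 20 points, and was called without ASC replicate 1, at -21.9 points. Pou5f1, Sox2, Tfap2c, Eomes, Wnt3 and Pax6 read under 5% in both groups and Esrrb 23.1% ± 5.37 against 18.1% ± 2.99 (SD, n = 2). None of these 7 promoters differed by 20 points, and their adjusted p-values lay between 0.0821 and 0.967. The study named Pou5f1, Tead4, Tfap2c, Eomes, Wnt3 and Pax6 because HypoMRs of ASCs lay near them. Their promoters therefore do not test that statement. Of the 7, the study described only Esrrb as demethylated at its promoter in ASCs. Dppa3, Fbxo15 and Tex19.2 had fewer than 40 observations in a library and were not tested. They read 9.42% ± 3.46, 2.04% ± 2.89 and 60.5% ± 8.71 in ASCs and 98.6% ± 1.91, 83.2% ± 2.27 and 93.2% ± 1.97 in EpiSCs (SD, n = 2). Gdf3 was too shallow for a value.

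**Figure D3:**
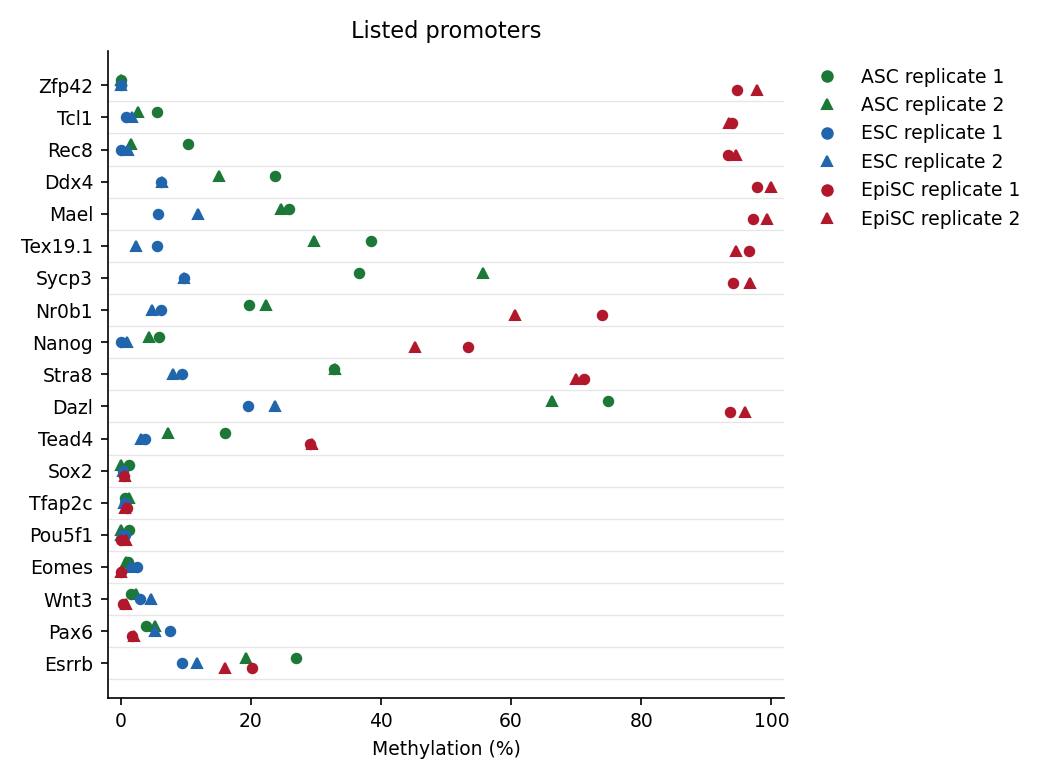
Methylation in percent (horizontal axis) of the 19 listed promoters that reached 40 observations in every library (vertical axis), with a point for each library coloured by group and shaped by replicate. At the top ASC points lie near ESC points, as at Zfp42 (0% in ASCs), and at the bottom all libraries lie close together.

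Genomic imprints were examined at 22 regions of imprinted genes, 6 of them at annotated starts of Grb10. In ESCs 18 regions read under 10% on average. The 4 others were Grb10 starts with 15 to 17 CpG sites, which read between 15.9% and 29.9% in ESCs. They read between 76.1% and 81.1% in ASCs and between 86.1% and 95.8% in EpiSCs. Such levels do not tell an imprint from methylation of the genome at large. These 4 starts still count among the regions called higher than ESCs below. Of the 22 regions, 18 were called higher in ASCs than in ESCs, 22 higher in EpiSCs than in ESCs and 10 lower in ASCs than in EpiSCs, and the counts were the same when adjusted over the list alone and together with all promoters. The study had reported on imprints in these samples, so the list is not independent evidence. Among the 18 regions under 10% in ESCs, ASCs read between 20% and 80% at 14 and under 20% at 4. EpiSCs read between 20% and 80% at 14 and over 80% at 4.

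The regions of Mest, Plagl1, Peg3 and Nespas were called higher than ESCs in both ASCs and EpiSCs, and ASCs and EpiSCs differed there by less than 20 points. At Mest (chromosome 6, 30737050 to 30739050) methylation was 50.9% ± 4.47 in ASCs, 0.816% ± 0.15 in ESCs and 50.1% ± 1.22 in EpiSCs (SD, n = 2, adjusted p = 1.29e-07 for ASCs against ESCs), with between 471 and 649 observations per library. ASCs were low at Zrsr1, with 2.15% ± 1.75 against 49.2% ± 0.17 in EpiSCs (adjusted p = 5.75e-08), at Mcts2, with 7.47% ± 1.69 against 53.9% ± 0.79 (adjusted p = 2.97e-07), and at Impact, with 11.4% ± 6.90 against 51.7% ± 3.61 (adjusted p = 8.67e-05). At these 3 regions ASCs were not called different from ESCs. EpiSCs were above 80% at Kcnq1ot1, with 97.4% ± 0.51 against 47.3% ± 6.12 in ASCs, at Nap1l5, with 97.5% ± 1.41 against 30.6% ± 8.71, at the region upstream of H19, with 96.9% ± 2.43 against 42.9% ± 5.39, and at Nnat, with 89.6% ± 1.86 against 31.2% ± 1.81. The Grb10 start at 12038683 read 4.59% ± 1.36 in ASCs and 24.4% ± 8.76 in EpiSCs, and its difference between EpiSCs and ESCs lost its call without EpiSC replicate 1, at 17.1 points. Its difference between ASCs and EpiSCs gained a call without ASC replicate 2 (-20.8 points) and without EpiSC replicate 2 (-26.0 points), that of the region upstream of Meg3 without ASC replicate 1 (-22.8 points) and without EpiSC replicate 1 (-26.7 points), and those of the Grb10 starts at 11946330 and 11970642 without ASC replicate 2 (-20.4 and -23.5 points). Windows of 2000 bp on each side raised the count of regions lower in ASCs than in EpiSCs to 13. With 500 bp on each side 20 regions were tested, of which 15 were called higher in ASCs than in ESCs, 19 higher in EpiSCs than in ESCs and 11 lower in ASCs than in EpiSCs.

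**Figure D4:**
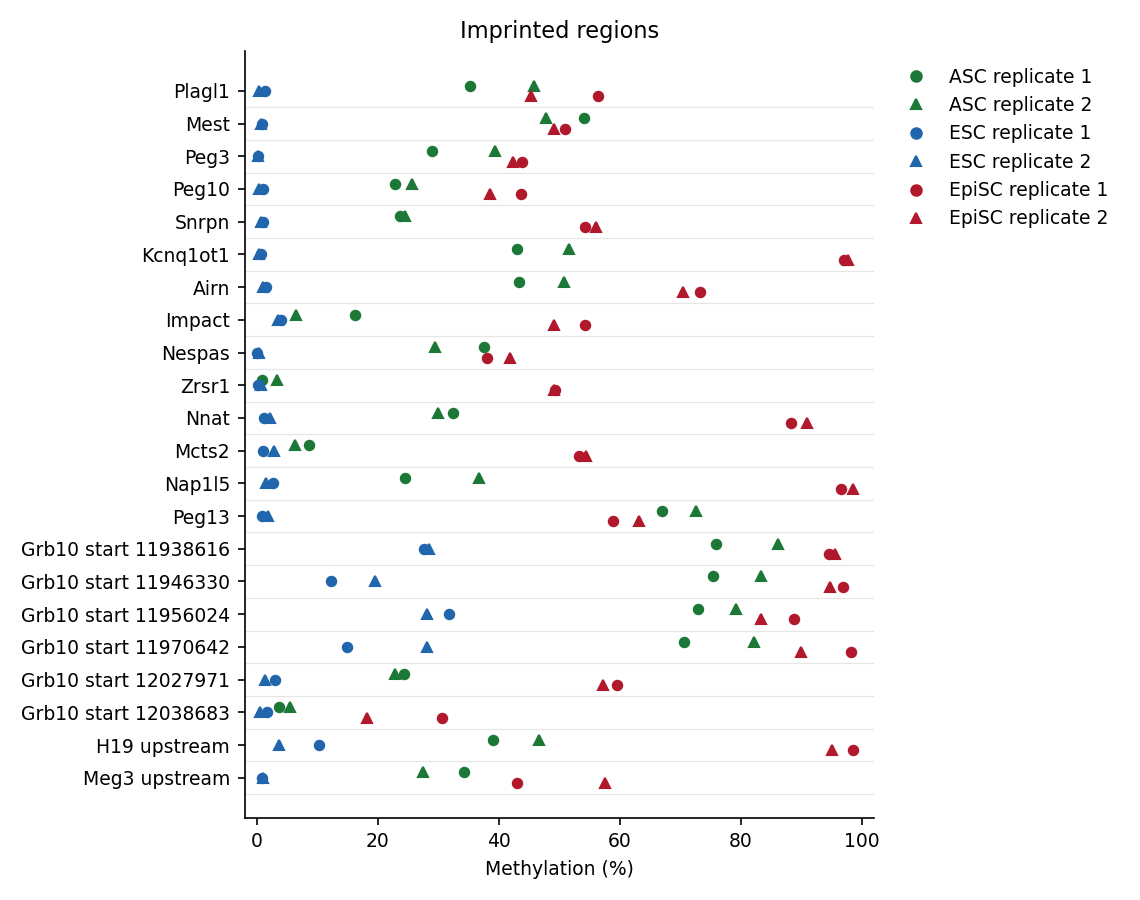
Methylation in percent (horizontal axis) of the 22 imprinted regions (vertical axis), with a point for each library coloured by group and shaped by replicate. The ESC mean lies under 10% at 18 regions, and ASC and EpiSC points overlap at Mest (50.9% and 50.1%) and part at Zrsr1 (2.15% and 49.2%) and Kcnq1ot1 (47.3% and 97.4%).

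The study described the lines as female and reported signs of an active X chromosome in ASCs, so X was compared with the autosomes. Methylation of X minus that of the autosomes was -2.39 ± 0.08 percentage points in ASCs (SD, n = 2), -0.03 ± 0.09 in ESCs (SD, n = 2) and 1.09 ± 0.37 in EpiSCs (SD, n = 2). The value in ESCs was within the spread between replicates by this measure, but X was higher by 0.24 ± 0.03 points by the median of 2 kb tiles and by 2.59 ± 0.06 points in tiles with over 40 CpG sites. The sign in EpiSCs depended on the measure, since the median of 2 kb tiles was lower on X by 3.16 points. In tiles with over 40 CpG sites, X exceeded the autosomes in EpiSCs by 17.3 ± 0.32 points (61.6% against 44.3%), and the difference in ASCs was -0.09 ± 0.28. In the 217 tiles of X with over 80 CpG sites, median methylation was 1.97% in ASCs, 0.932% in ESCs and 43.6% in EpiSCs, against 2.503% in ASCs, 1.17% in ESCs and 6.90% in EpiSCs in such tiles of the autosomes.

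Read depth per chromosome was compared as a check of sex and chromosome number. Depth relative to the autosome median was 1.33 ± 0.0018 on chromosome 6 in ESCs (SD, n = 2) and 1.27 ± 0.0027 on chromosome 12 in EpiSCs (SD, n = 2), while the other autosomes ranged from 0.817 to 1.19. On X it was 0.501 ± 0.0027 in ASCs, 0.378 ± 0.0094 in ESCs and 0.617 ± 0.011 in EpiSCs (SD, n = 2). Because chromosomes differ in base composition, tiles matched on CpG density, GC content and repeats were compared as well, a choice made after the data were seen. Matched depth was 1.43 on chromosome 6 in ESCs and 1.34 on chromosome 12 in EpiSCs, and the other autosomes ranged from 0.889 to 1.08. Matched depth of X was 0.679 in ASCs, 0.515 in ESCs and 0.923 in EpiSCs. Chromosome Y was read at no more than 0.00558 of the autosome median in any library.

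**Figure D5:**
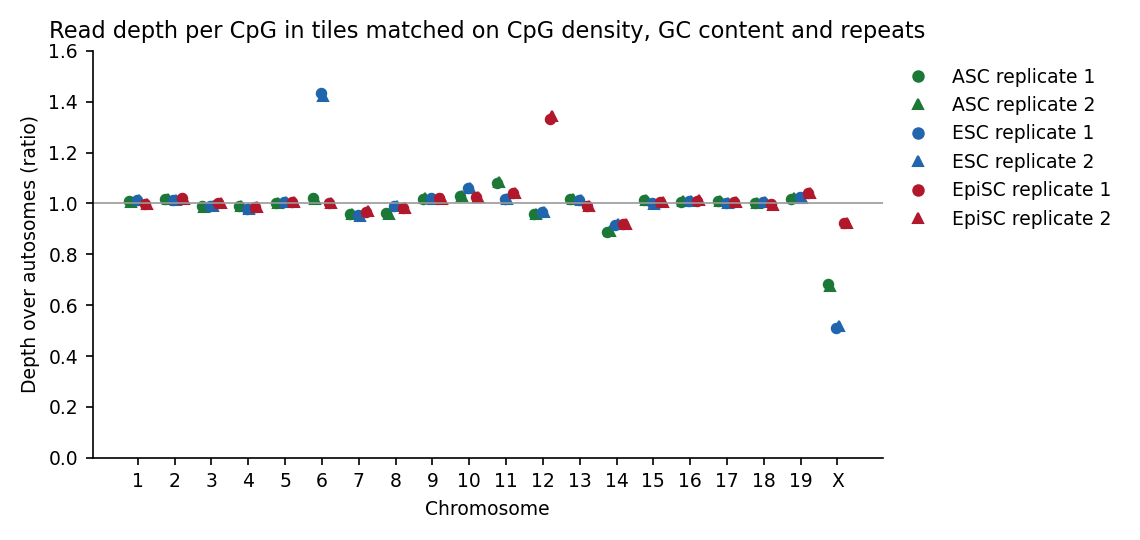
Read depth per CpG relative to the autosomes other than 6 and 12 (vertical axis, ratio) for chromosomes 1 to 19 and X (horizontal axis) in matched tiles, with a point for each library coloured by group and shaped by replicate; the grey line marks 1. ESC points stand out on chromosome 6 (1.43) and EpiSC points on chromosome 12 (1.34), and the groups part on X (0.679 in ASCs, 0.515 in ESCs, 0.923 in EpiSCs).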

Values the study reported

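The study reported a median CpG methylation of about 20% in ESCs kept in 2i/LIF, about 70% in ASCs and 90% in EpiSCs. It found 51 126 hypomethylated regions in ASCs, of which 27 217 (53%) had no counterpart in EpiSCs. In ESCs it counted 1 910 hypermethylated regions.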

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

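The tests of chromosome M, the tests for a Y chromosome in the cells and for cells mixed into all libraries, and the check of exons on Y were chosen only after the result was seen.

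Methylation of X against the autosomes drew attention because the groups moved in opposite directions. X minus autosomes was -2.45 and -2.33 percentage points in the ASC libraries and 0.823 and 1.35 points in the EpiSC libraries. The distance between the group means was 3.47 points, and this difference was not tested. A difference in CpG density between X and the autosomes was tested as a technical explanation. Standardised over classes of CpG density the distance between EpiSCs and ASCs was 4.21 points, so density does not account for it. The average hides a difference between classes. In tiles with up to 40 CpG sites X was below the autosomes in both groups, by class between -5.07 and -3.83 points in the ASC libraries and between -3.82 and -2.70 points in the EpiSC libraries. In tiles with over 80 sites X minus autosomes, as means over all reads, was 2.46 and 1.89 points in the ASC libraries and 32.8 and 31.6 points in the EpiSC libraries, so the excess of X in EpiSCs lies in dense tiles. By the median of 2 kb tiles X was lower than the autosomes in EpiSCs too, by 3.16 points, so the opposite directions depend on the measure. An inactive X chromosome in EpiSCs would raise methylation where CpG sites are dense. In tiles with over 40 CpG sites X exceeded the autosomes in EpiSCs by 17.3 points, and 78.8% of the tiles of X with over 80 sites lay between 30% and 70% in EpiSCs, against 5.50% of such tiles of the autosomes. This is consistent with the hypothesis of 1 methylated and 1 unmethylated X in EpiSCs, found and tested on the same libraries. A strain difference between the lines was not tested for this pattern.

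Chromosome M stood out as a signal outside the comparisons. Its 287 CpG sites read 44.5% methylated on average, between 41.1% and 49.3% in the libraries, at a coverage between 50.3 and 95.5 reads per site. Over the 210 sites with at least 20 reads in every library, levels correlated between libraries with r between 0.803 and 0.910. Incomplete conversion of whole libraries would raise all unmethylated DNA, but the median of CpG-dense nuclear tiles in ESCs was 1.06%. Reads from nuclear copies of mitochondrial DNA would follow the nuclear level and be lowest by far in ESCs, but ESCs read 43.8% ± 3.12 (SD, n = 2), against 47.4% ± 2.67 in ASCs and 42.2% ± 1.55 in EpiSCs. Poor conversion of mitochondrial DNA alone and true methylation stay open, as neither was tested. The lambda reads, which would show conversion, were not analysed here.

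Chromosome Y was read although the lines were described as female, which also is a signal outside the comparisons. Its depth was at most 0.00558 of the autosome median in a library and 0.00549 on average in EpiSCs, the highest group. The depth that a single Y gives was not measured, as all lines were described as female, and much of Y is repetitive. In the first 4 Mb, 99.0% of 686 CpG sites in exons of protein-coding genes had no read in the 6 libraries together, against 6.43% of such sites on X, so a Y chromosome in most cells is excluded. Of 514457 listed CpG sites on Y, 97.7% had no read in the 6 libraries together. Reads from sequence shared with other chromosomes would pile up in few windows. The 3 windows of 1 Mb with most reads held 44.4% of the reads, less than the 50% that had been set but far from an even spread over 91 windows, so the test left shared sequence open. The Y reads were methylated at 58.9% ± 0.18 in ASCs, 25.1% ± 0.38 in ESCs and 82.1% ± 0.70 in EpiSCs (SD, n = 2). The smallest difference between groups was 23.2 points, so cells of 1 kind mixed into all libraries are excluded as the whole source. The last window, from 90 Mb, held 57.8% of the Y reads in EpiSCs, 17.8% in ASCs and 14.0% in ESCs. Without it the depth was 0.00260 in ASCs, 0.00280 in ESCs and 0.00235 in EpiSCs, so EpiSCs were no longer highest.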

How the results depend on the processing

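The alternatives with matched tiles, with single libraries left out of the HypoMRs, similarity, CpG density, genomic features and chromosome depth, with ESC tiles of at least 50% and with sites listed in all 6 tables were tests chosen only after the result was seen. For the changed values below the cause was not tested. Of 402 values of group results under alternatives 308 were labelled the same, 93 moved and 1 reversed. For group means such as medians, CpG density and chromosome depth, a value within 1 SD of the main value was labelled the same. When 1 of 2 libraries is left out, the other always lies within that SD. Those labels were thus fixed in advance, and the count of 308 does not measure robustness. A value could change sign without being labelled reversed. X minus autosomes in ESCs went from -0.03 to 0.03 points without ESC replicate 2, labelled the same. It went to 0.24 by tile medians and 2.59 in tiles with over 40 sites, labelled moved.

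Median tile methylation kept its order of groups under every alternative run. It was 19.03% in ESCs and 91.7% in EpiSCs with a minimum of 20 observations, and 63.4% in ASCs, 17.6% in ESCs and 92.0% in EpiSCs with 100. Single sites gave 66.7%, 14.3% and 100%, and 1 kb tiles 67.4%, 18.4% and 92.6%, in the same order. An unweighted mean gave 92.0% in EpiSCs, and thinning gave 68.8% in ASCs. With 100 observations, r was 0.846 between ASCs and ESCs, 0.782 between ASCs and EpiSCs and 0.635 between ESCs and EpiSCs, with root mean square differences of 40.6, 31.2 and 65.8 points. Thinning gave r of 0.705, 0.668 and 0.460 and a difference of 28.9 points between ASCs and EpiSCs. The position of ASCs was 0.678 where 60 points were required and 0.652 with 100 observations.

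The unweighted mean over sites gave 64.2%, 15.9% and 86.4% (ASCs, ESCs and EpiSCs) in tiles with 1 to 10 sites, 89.7% in EpiSCs with 11 to 20, 43.3%, 13.6% and 63.6% with 41 to 80, and 5.64%, 1.99% and 13.5% with over 80. The median over runs of sites of 1 class was 35.0%, 8.44% and 84.9% for promoters and 64.7%, 18.0% and 93.5% for exons. It was 67.6%, 19.7% and 91.8% for introns and 65.0%, 18.0% and 88.8% for intergenic sequence. Over the 19011 promoters tested, with 1 transcript per gene, the promoter median was 6.19%, 1.94% and 17.7%. X minus autosomes was -5.12, 0.24 and -3.16 points by tile medians, which reversed the sign in EpiSCs, and -0.0944, 2.59 and 17.3 points in tiles with over 40 sites. Matched tiles moved relative depth to 1.43 on chromosome 6 in ESCs, 1.34 on chromosome 12 in EpiSCs and 0.679, 0.515 and 0.923 on X in ASCs, ESCs and EpiSCs.

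The share of ASC HypoMRs absent in EpiSCs was 71.0% where an overlap of 50% of the length was required, 44.0% for regions called in both replicates and 56.7% for regions with at least 10 sites. Regions called in both replicates numbered 13130 in ASCs alone and 1745 in EpiSCs alone, and 978 of EpiSCs alone had at least 10 sites. With 1 library left out the share ranged from 44.9% (without ASC replicate 1) to 54.4% (without EpiSC replicate 1). Regions of EpiSCs alone ranged from 1425 to 3757, with 1425 without EpiSC replicate 1 and 1714 without EpiSC replicate 2. Instead of 0 HyperMRs, 1014 tiles read at least 50% in ESCs.

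Fewer tiles reach a higher minimum, and the share called changed as well, from 93.8% with 20 observations to 78.4% with 100 between ASCs and ESCs. With 20 observations 674446 tiles were called between ASCs and ESCs, 378353 between ASCs and EpiSCs and 703503 between EpiSCs and ESCs, and with 100 observations 94091, 66587 and 106215. Autosomes alone gave 91.2% between ASCs and ESCs. Between ASCs and EpiSCs 54403 tiles were called at 40 points and 404489 with no minimum difference. Tiles higher in ASCs than in EpiSCs numbered 58 at 40 points, 1668 with no minimum, 202 with 100 observations and 730 with 1 kb tiles. With no minimum difference 315 tiles were lower in ASCs than in ESCs. Tiles lower in EpiSCs than in ESCs numbered 0 at 40 points, 258 with no minimum, 2 with 100 observations, 1 with shifted tiles and 11 with 1 kb tiles. Promoters called were 2271 at 40 points, 8 of them higher in ASCs, 1498 with 100 observations, 11 of them higher, and 8138 of 23767 with 20 observations, 63 of them higher, which is 34.2% of those tested against 15.4% with 100.

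For named regions, calls were compared rather than values. No call reversed at the 22 imprinted regions, 28 promoters or 15 tiles. Imprinted regions gave 582 values, of which 1 lost and 9 gained a call, promoters 376, of which 6 lost and 1 gained a call, and tiles 197, of which 1 lost a call. Values moved as well, as in the window of 500 bp on each side of the start, where the difference went from -44.2 to -4.31 points at Nanog and from 40.2 to 13.5 at Nmur2. The promoters of Pou5f1, Tfap2c and Sox2, which were not called, changed the sign of differences under 1 point.

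With the replicate number as a block, 405832 tiles were called between ASCs and ESCs, 238555 between ASCs and EpiSCs and 430006 between EpiSCs and ESCs, with 5628 promoters. Replicates share only a number. Deviations of libraries with the same number correlated across tiles with r of 0.00232 for ASCs and ESCs, -0.00617 for ASCs and EpiSCs and -0.00065 for ESCs and EpiSCs. Depth limits the results to regions, since a library had 2.96 to 3.46 reads per listed CpG.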

Other observations

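The tests with matched tiles, the test of Y in ESCs, the test of neighbouring windows for sites left out and the test of a mixture were chosen only after the result was seen.

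Chromosome 6 in ESCs and chromosome 12 in EpiSCs were read more deeply than other autosomes. In tiles matched on CpG density, GC content and repeats, depth stayed at 1.43 and 1.34, above the highest value of another autosome, 1.08, so base composition does not account for it. A copied or collapsed part of the chromosome is excluded as the whole cause, because 100% of the 5 Mb windows of chromosome 6 and 95.8% of those of chromosome 12 exceeded ASCs by a ratio over 1.2. An extra copy would give a single ratio between 1 and 1.5 in both replicates. The median ratio was 1.39 on chromosome 6, with 1.401 and 1.388 in the replicates, and 1.41 on chromosome 12, with 1.404 and 1.409 in the replicates. This is consistent with the hypothesis of an extra chromosome in most cells of these lines. Chromosome counts were not used here.

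The depth of X differed between lines described as female. In matched tiles, libraries of neighbouring groups lay at least 0.155 apart, so base composition does not account for the order. Male cells in ESCs are excluded by a depth of Y of 0.00320. Loss of only a part of X in ASCs would leave windows at the EpiSC level, but the highest ratio of ASCs to EpiSCs over windows was 0.818. The median ratio was 0.730 for ASCs and 0.553 for ESCs. Loss of an X in part of the ASCs and in most ESCs stays open as a hypothesis that was not tested apart from these ratios. It bears on the methylation of X, since reads then come from fewer copies.

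Between 1.22% and 1.57% of the reference CpG sites were left out of the table of a library. The share left out per 2 Mb window correlated with r of 0.995 or more between replicates, 0.966 between ASCs and ESCs, 0.745 between ASCs and EpiSCs and 0.726 between ESCs and EpiSCs. Depth explained 4.94% of the variance of the difference between ASCs and EpiSCs, too little to account for it. The difference in a window correlated with that in the next with r = 0.574, against -0.0251 after shuffling, as runs of sequence that differ from the reference would give. The value was 0.560 for ASCs minus ESCs and 0.561 for EpiSCs minus ESCs, so the test does not single out EpiSCs. Lines that differ in sequence would give these neighbour correlations in all 3 comparisons, a hypothesis found and tested on the same tables. Depth was tested for ASCs minus EpiSCs only. On chromosome 6, read more deeply in ESCs, the ratio of ESCs to ASCs in the share left out was 0.784. On the other autosomes it lay between 0.877 and 1.17, so depth stays open where ESCs are compared. Chromosome 12, read more deeply in EpiSCs, went the other way, with a ratio of EpiSCs to ASCs of 1.67. The sample labels give the same strain for all libraries, whereas the methods of the study describe fathers of mixed background, so a difference in strain stays open.

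The intermediate level of ASCs was tested against a mixture of ESC-like and EpiSC-like cells, in which every tile would lie at the same relative position. Positions computed from separate sets of libraries correlated across tiles with r = 0.746, against -0.00129 in a simulated mixture, so a mixture of only these 2 states is excluded as the whole cause. A difference in state between the cells of a culture was not tested.

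Tiles higher in ASCs than in EpiSCs were tested for CpG sites changed by sequence in one of the lines. When only sites listed in all 6 tables were counted, 96.4% of these tiles were still called, so sites missing from a table do not account for most of them. Cell state and strain stay open, as neither was tested for these tiles.

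HyperMRs called in ESCs numbered 0. That is lower than the value quoted from the study above. The model used here found no separate state of high methylation in ESCs, so the 0 reflects a limit of this model and the counts are not comparable.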
